A study of Homo sapiens with 9 samples.

How the data were processed

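Libraries of total RNA came from parental HEK293T cells and from clones 15 and 37, with 3 replicates each. Per the labels' protocols, the libraries were depleted of ribosomal RNA, made with a directional kit from 500 ng of RNA and 13 cycles of amplification, and sequenced as paired ends of 75 bp (parental and clone 37) or 100 bp (clone 15). The deposited files hold raw counts per gene, 1 file per library, with 4 summary entries ahead of the genes. Their layout, with an unstranded and a pair of stranded count columns, is that of STAR's gene counts, which count uniquely mapped reads that overlap 1 gene. The version of STAR, the genome build, the annotation release, trimming and filters were not stated. Multimapping reads are left out of such counts, so genes with near-identical copies are undercounted, and longer reads map uniquely more often.

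Column 4, the strand of the transcripts, was used, because it held 92.6% to 94.0% of the stranded gene counts in each library. The 4 summary entries name no gene and stayed out of library sizes and tests. Of all read pairs, 19.2% to 34.6% had no annotated exon on the transcript strand (18.6% to 33.5% were outside exons of either strand), 4.59% to 14.0% mapped to several places, 3.76% to 4.40% were ambiguous between genes and 1.24% to 5.16% were unmapped. Gene counts summed to 10334090 to 38093340 per library, of 20015841 to 69405665 read pairs. The reporter transcripts were not analysed here.

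Of 60683 gene IDs in the files, 60370 had a symbol in the table of gene names used and 58496 matched GENCODE 29 on GRCh38, which supplied gene types, positions, transcript lengths, GC content and the share of 75-base words of the longest transcript found in another gene. Words on either strand counted, and genes that overlap at the same locus were not set aside. A shared word therefore need not make a read ambiguous. For 2187 IDs no such annotation was had. Because the authors' build was not stated, positions describe GENCODE 29 only.

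Genes were filtered with filterByExpr, normalised by TMM and tested with edgeR 4.0.16 (glmQLFit with robust estimation and glmQLFTest) in R 4.3.3. Each of the 3 pairwise comparisons was fitted on its 6 libraries alone. Adjusted p values are Benjamini-Hochberg values over the genes tested, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. Lists of genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with fry and with an estimated correlation, adjusted over 8 list tests. Single values per library were compared by two-sided exact permutation tests, whose smallest p is 0.1 for 3 against 3. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.

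The groups, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule took the 4 protein-coding genes with the largest fitted increase and the 4 with the largest decrease in each comparison with parental, and 3 and 3 between the clones. Genes had to be called, to have a mean of at least 5 CPM and to have groups that did not overlap. It also took the 3 and 3 genes with the largest change shared by both clones, all genes of the CAG repeat list and the 2 most changed called genes of each other list. A part of what the rule gave is not reported here. By this definition 6864 genes were eligible in clone 37, 6481 in clone 15 and 7248 between the clones before ranking. Where a group had 0 counts in all libraries, a bound on the fold was computed against a floor of 3 counts in each of its libraries. Where it had 1 to 3 counts in total, the ratio of pooled counts is given with a 95% exact binomial counting interval.

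The test was tested on simulated counts drawn from the means and library sizes of each comparison, with 200 genes changed. In clone 37 against parental (16501 genes), 81% of genes changed 2-fold and 73% of those changed 1.5-fold were recovered, and 6.10% of calls were false. In clone 15 against parental (17703 genes) these shares were 79%, 64% and 10.6%, and between the clones (17712 genes) 85%, 67% and 9.52%. The share of false calls was above the nominal rate in all 3 simulations, with 10, 17 and 16 false among 164, 160 and 168 calls. The 200 changed genes are far fewer than the genes called in the data. These rates therefore need not hold for the calls reported below.

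Alternatives were RLE size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, a filter of 1 CPM in 3 libraries, unstranded counts, a fit of all 9 libraries, a replicate block, thinning to the smallest library total, protein-coding genes only, and leaving out each replicate in turn. After the data were seen, 2 settings were added: removal of per-library trends in GC content and transcript length, and a test of each gene against the median change of the 100 tested genes around it on its chromosome. Unchanged clones had been planned to be simulated against the 3 parental libraries as observed, which removes their shared error. Simulations that draw all 9 libraries were put in their place after the data were seen.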

Results

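RNA was sequenced from 9 libraries of HEK293T cells, an established human embryonic kidney line that carries the SV40 large T antigen. The libraries formed 3 groups of 3 replicates each. Parental cells carried no reporter. Clone 15 and clone 37 were single-cell clones in which the piggyBac transposon had inserted a pair of luciferase reporters into the genome. One reporter placed 60 CAG units, a repeat expanded in several inherited ataxias, ahead of a Myc tag and NanoLuc. The other held 0 CAG units ahead of a Myc tag and firefly luciferase. Per the labels, clone 37 expressed both integrands at a high level and clone 15 at a low level. Only one clone represented each level, so the level of integrand expression could not be separated from other differences between the clones. Parental and clone 37 libraries were read at 75 bp and clone 15 libraries at 100 bp. Every 100 bp library belonged to clone 15, so read length and clone 15 cannot be told apart in any comparison that includes it.

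Strand-specific gene counts summed to 10809034, 13902872 and 13065092 in parental replicates 1, 2 and 3. They summed to 10951631, 10334090 and 12352171 in clone 37 and to 38093340, 24626077 and 18654063 in clone 15, so every clone 15 library was deeper than every other library. The share of read pairs assigned to genes was 55.6% ± 3.56 in parental, 53.3% ± 2.37 in clone 37 and 54.5% ± 0.493 in clone 15 (SD, n = 3 each). The share of multimapping pairs was 12.8% ± 1.05 in parental, 11.1% ± 0.667 in clone 37 and 5.14% ± 0.743 in clone 15 (SD, n = 3 each). In both clones every library lay below every parental library in this share. The two-sided exact permutation p was 0.1 for either clone, which is the smallest value that 3 libraries against 3 allow. No replicate pair agreed within sampling noise, so no library was taken as a copy of another and all 9 were counted as separate samples. That check uses counting noise alone, so it cannot tell independent cultures from repeated preparations of the same RNA. The first principal component of log2 CPM, the gene counts scaled to library size, held 45.3% of the variance and the second 32.2%, and together they placed the 3 groups apart.

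The first comparison asked which genes differed between clone 37, the clone with high integrand expression, and parental cells. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at a threshold of 0.05, 8903 of 16501 tested genes were called. Of these, 4403 were higher and 4500 lower in clone 37. The median absolute log2 fold change of the called genes was 0.50. A change of at least 2-fold was fitted for 1485 of them, 557 higher and 928 lower. The biological coefficient of variation was 6.22%, so small differences passed the test. Among the alternatives, leaving out a clone 37 library moved the count most, to 7487 without clone 37 replicate 3, apart from testing each gene against its chromosome neighbours, which gave 7078.

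The named genes followed a rule fixed before the data were examined. Positions are from GENCODE 29 on GRCh38 and span the whole gene, whereas the authors' genome build was not stated. Among protein-coding genes, the largest increases in clone 37 were fitted for KIAA2012, NPFFR2, ANOS1 and GPR50. KIAA2012 (ENSG00000182329, chromosome 2, 202073289 to 202205203) had 218, 204 and 213 counts in clone 37 against 0, 0 and 1 in parental. The pooled ratio was 713, with a 95% exact counting interval from 128 to 28211. NPFFR2 (ENSG00000056291, chromosome 4, 72031804 to 72148067) rose from 0.382 ± 0.139 to 13.6 ± 1.14 CPM (SD, n = 3), with a log2 fold change of 5.14 (SE 0.24, adjusted p 1.4e-11). ANOS1 (ENSG00000011201, chromosome X, 8528874 to 8732186) rose from 0.722 ± 0.469 to 25.7 ± 2.06 CPM (SD, n = 3), with a log2 fold change of 5.08 (SE 0.21, adjusted p 4.22e-12). GPR50 (ENSG00000102195, chromosome X, 151176653 to 151181465) rose from 6.07 ± 0.865 to 141 ± 6.16 CPM (SD, n = 3), with a log2 fold change of 4.55 (SE 0.09, adjusted p 1.44e-16).

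The largest decreases were fitted for MAGEA6, ZC3HAV1L, COL3A1 and DDR2. MAGEA6 (ENSG00000197172, chromosome X, 152766136 to 152769747) had 112, 190 and 169 counts in parental and 0 in each clone 37 library. Against a floor of 3 counts per library it was at least 46.6-fold lower. Of its 75-base words 42.0% also occur in another annotated gene, so its counts are uncertain. ZC3HAV1L (ENSG00000146858, chromosome 7, 139025706 to 139036029) fell from 40.5 ± 1.05 to 0.366 ± 0.204 CPM (SD, n = 3), a log2 fold change of -6.79 (SE 0.19, adjusted p 1.57e-14). COL3A1 (ENSG00000168542, chromosome 2, 188974320 to 189012746) fell from 13.6 ± 1.12 to 0.208 ± 0.193 CPM (SD, n = 3), a log2 fold change of -5.97 (SE 0.31, adjusted p 6.46e-11). DDR2 (ENSG00000162733, chromosome 1, 162631373 to 162787400) fell from 238 ± 18.2 to 7.60 ± 0.118 CPM (SD, n = 3), a log2 fold change of -4.97 (SE 0.09, adjusted p 2.62e-17). Intervals and floors here and below cover counting error only, since the reads carry no molecular identifiers.

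The second comparison set clone 15, with low integrand expression, against parental cells. Of 17703 tested genes 9092 were called, 4450 higher and 4642 lower. A change of at least 2-fold was fitted for 1785, of which 920 were higher and 865 lower. With protein-coding genes only, the 2-fold count was 1019, of which 428 were higher and 591 lower. Decreases also outnumbered increases with GC and length trends removed (733 higher, 922 lower) and with the 1 CPM filter (654 higher, 724 lower), so the balance of directions depended on the setting. The median absolute log2 fold change of the called genes was 0.56 and the biological coefficient of variation 8.58%.

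The largest increases in clone 15 were fitted for NRG1, GBGT1, HES5 and SHROOM4. NRG1 (ENSG00000157168, chromosome 8, 31639386 to 32767959) rose from 2.46 ± 0.757 to 32.9 ± 1.66 CPM (SD, n = 3), with a log2 fold change of 3.72 (SE 0.16, adjusted p 4.58e-16). GBGT1 (ENSG00000148288, chromosome 9, 133152948 to 133163945) had a log2 fold change of 3.36 (SE 0.25, adjusted p 5.29e-11), and 15.4% of its words occur in another gene. HES5 (ENSG00000197921, chromosome 1, 2528745 to 2530245) had a log2 fold change of 3.11 (SE 0.14, adjusted p 1.65e-14). SHROOM4 (ENSG00000158352, chromosome X, 50591647 to 50814302) had a log2 fold change of 3.07 (SE 0.20, adjusted p 4.74e-12).

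The largest decreases in clone 15 were fitted for PUDP, MAGEA6, FABP5 and MAGEA3. PUDP (ENSG00000130021, chromosome X, 7048920 to 7148190) had 137, 181 and 154 counts in parental and 0 in each clone 15 library, and was at least 113-fold lower. MAGEA6 had 1 count in each clone 15 library. Its pooled ratio of parental to clone 15 was 338, with a 95% exact counting interval from 115 to 1646. FABP5 (ENSG00000164687, chromosome 8, 81280363 to 81284777) had 118, 174 and 145 counts in parental and 1, 2 and 0 in clone 15. The pooled ratio was 314, with an interval from 107 to 1527. MAGEA3 (ENSG00000221867, chromosome X, 152698752 to 152702347) had 121, 201 and 169 counts in parental and 0, 3 and 1 in clone 15, a log2 fold change of -7.89 (SE 0.36, adjusted p 3.18e-15). FABP5 shares 28.2% and MAGEA3 42.2% of its words with another gene, so both are uncertain.

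The third comparison, clone 37 against clone 15, set the high-expressing clone against the low-expressing one. Of 17712 tested genes 10223 were called, 5087 higher and 5136 lower in clone 37. A change of at least 2-fold was fitted for 2109, of which 871 were higher and 1238 lower. The 2-fold count was 1243 with protein-coding genes only. The largest increases were fitted for PUDP, STS and FABP5. PUDP had 141, 134 and 158 counts in clone 37 and 0 in each clone 15 library, so it was at least 116-fold higher in clone 37. STS (ENSG00000101846, chromosome X, 7219456 to 7354810) had 268, 203 and 271 counts in clone 37 and 1, 0 and 0 in clone 15. The pooled ratio was 1795, with a 95% exact counting interval from 321 to 70992. FABP5 had a pooled ratio of 398, with an interval from 136 to 1938. The largest decreases were fitted for SHROOM4, GBGT1 and CPXM1. SHROOM4 had 0 counts in each clone 37 library and 524, 352 and 283 in clone 15, and was at least 53.2-fold lower in clone 37. GBGT1 had 0 counts in each clone 37 library and 349, 249 and 205 in clone 15, and was at least 36.9-fold lower. CPXM1 (ENSG00000088882, chromosome 20, 2794069 to 2800637) had 1, 0 and 1 counts in clone 37 and 804, 584 and 352 in clone 15. Its pooled ratio of clone 15 to clone 37 was 360, with an interval from 99.4 to 2972.

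Both clones carry the same constructs, so the changes from parental were set side by side. Of 16360 genes tested in both comparisons, 5400 were called in both. The change had the same direction in 4329 of these (80.2%), 1935 higher and 2394 lower in both clones. The other 1071 were called in opposite directions, and all 1071 were also called between the clones. The call between the clones follows almost by construction, since that difference spans both changes from parental. The log2 fold changes correlated across genes with r = 0.47, where genes are not independent replicates. Both comparisons share the parental libraries, whose error alone makes fold changes correlate. In 20 simulations that drew all 9 libraries from the parental means, the correlation averaged 0.532, so this r is not above that of unchanged clones. The covariance of the log2 fold changes was 0.234, against at most 0.020 in those simulations, and 0 genes were called in the same direction in both clones there. Only spread between replicates was simulated. A shift of all parental libraries together, such as from culture, would enter both comparisons and is not excluded. When calls were shuffled among genes of like expression, the mean number called in the same direction was 2451 and the highest of 1000 shuffles 2555.

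**Figure D1:**
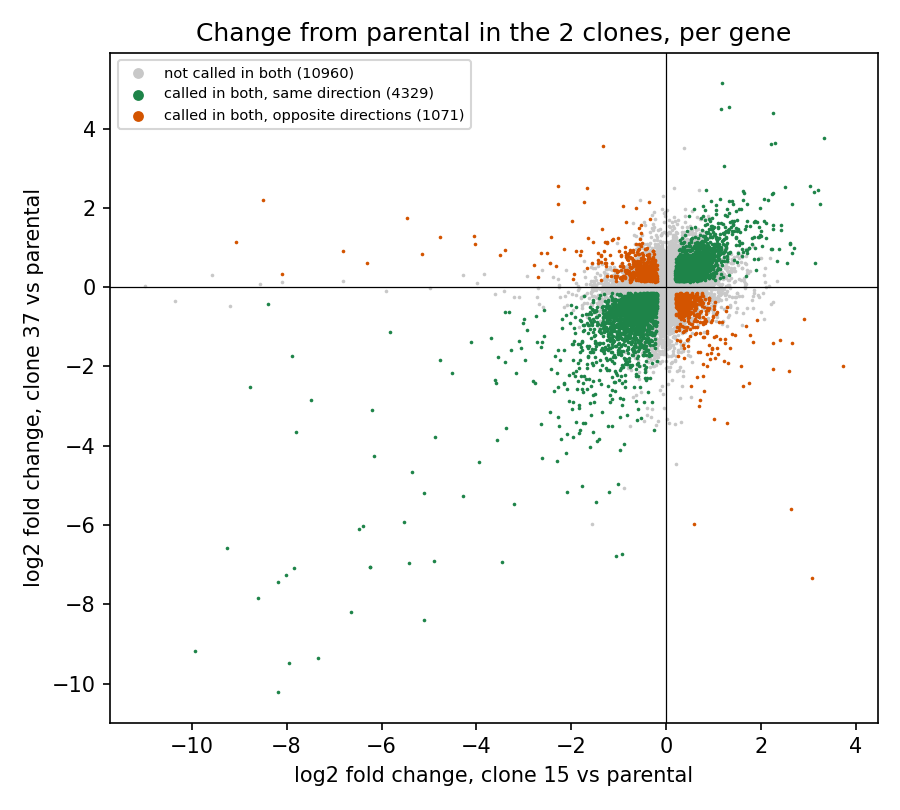
Each point is a gene tested against parental in both clones, with its log2 fold change in clone 15 on the x axis and in clone 37 on the y axis. Green points mark the 4329 genes called in the same direction in both clones and orange points the 1071 called in opposite directions; grey points were not called in both.

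Graded genes were defined as those called in the same direction in both clones and called again in that direction in clone 37 against clone 15. There were 879, of which 298 were higher and 581 lower. In 1228 genes with the same direction in both clones, the change was smaller in clone 37 and the difference between the clones was called. With trends in GC content and transcript length removed, the numbers were 1109 graded genes and 958 with the smaller change in clone 37, so the order of these 2 numbers depended on that setting. Without clone 37 replicate 3 they were 734 and 767.

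The largest increases shared by both clones were in HES5, SHROOM2 and EMILIN2. In clone 37 their log2 fold changes were 2.41 (SE 0.13, adjusted p 6.95e-11) for HES5, 2.36 (SE 0.12, adjusted p 3.55e-11) for SHROOM2 and 2.19 (SE 0.11, adjusted p 1.69e-10) for EMILIN2. In clone 15, SHROOM2 (ENSG00000146950, chromosome X, 9786456 to 9949443) had a log2 fold change of 2.24 (SE 0.13) and EMILIN2 (ENSG00000132205, chromosome 18, 2847030 to 2915993) one of 2.14 (SE 0.12). The largest shared decreases were in MAGEA6, given above, HAS2 and TCIM. HAS2 (ENSG00000170961, chromosome 8, 121612116 to 121641390) had log2 fold changes of -3.78 (SE 0.11) in clone 37 and -4.86 (SE 0.14) in clone 15. TCIM (ENSG00000176907, chromosome 8, 40153455 to 40155308) had 183, 219 and 156 counts in parental, 17, 7 and 16 in clone 37 and 3, 1 and 1 in clone 15. Its log2 fold change was -3.66 (SE 0.23) in clone 37 and -7.81 (SE 0.31) in clone 15.

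Since the reporter holds an expanded CAG tract, endogenous genes whose CAG tracts cause disease when expanded were listed before the data were examined. CACNA1A and PPP2R2B had too few counts to be tested. The median log2 fold change of the list was -0.05 in clone 37 and 0.15 in clone 15. The camera set test gave adjusted p values of 0.969 and 0.451 over 8 list tests.

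ATXN2 was higher in both clones, with a log2 fold change of 0.27 (SE 0.06, adjusted p 0.00114) in clone 37 and 0.29 (SE 0.08, adjusted p 0.00271) in clone 15. ATN1 did not differ in clone 37 (0.08, SE 0.06, adjusted p 0.295) and was higher in clone 15 (0.50, SE 0.08, adjusted p 1.55e-05). ATXN3 was lower in clone 37 (-0.63, SE 0.07, adjusted p 9.46e-07) and in clone 15 (-0.24, SE 0.09, adjusted p 0.0225). The clone 15 difference in ATXN3 lost its call without clone 15 replicate 1 (-0.22) or replicate 2 (-0.19) and with no filter on low counts (-0.24), and with GC and length trends removed it was 0.075. ATXN1 was lower in clone 37 (-0.20, SE 0.08, adjusted p 0.0355) and in clone 15 (-0.38, SE 0.09, adjusted p 0.000544). The clone 37 difference in ATXN1 lost its call without clone 37 replicate 1 (-0.17), clone 37 replicate 2 (-0.19) or parental replicate 3 (-0.14), with the DESeq2 test (-0.21) and with GC and length trends removed (-0.11).

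HTT (ENSG00000197386, chromosome 4, 3041422 to 3243960) was lower in clone 37 (-0.31, SE 0.06, adjusted p 0.000325) and higher in clone 15 (0.21, SE 0.08, adjusted p 0.0341). The clone 15 difference in HTT lost its call without parental replicate 1 (0.17) or parental replicate 3 (0.21), with unstranded counts (0.15), with no filter on low counts (0.21) and with the replicate block (0.21). The median log2 fold change of the 100 tested genes around HTT was -0.32 in clone 37 and 0.23 in clone 15, close to the values of HTT itself. ATXN7 and TBP were called in neither clone. ATXN7 had log2 fold changes of 0.02 (adjusted p 0.808) and -0.06 (adjusted p 0.551), and 97.9% of its words also belong to another annotated gene. TBP had log2 fold changes of -0.13 (adjusted p 0.177) and 0.09 (adjusted p 0.425). Against the median change of the 100 genes around each, TBP was called lower in clone 37 (-0.30) and ATXN2 lost its call there (0.092).

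**Figure D2:**
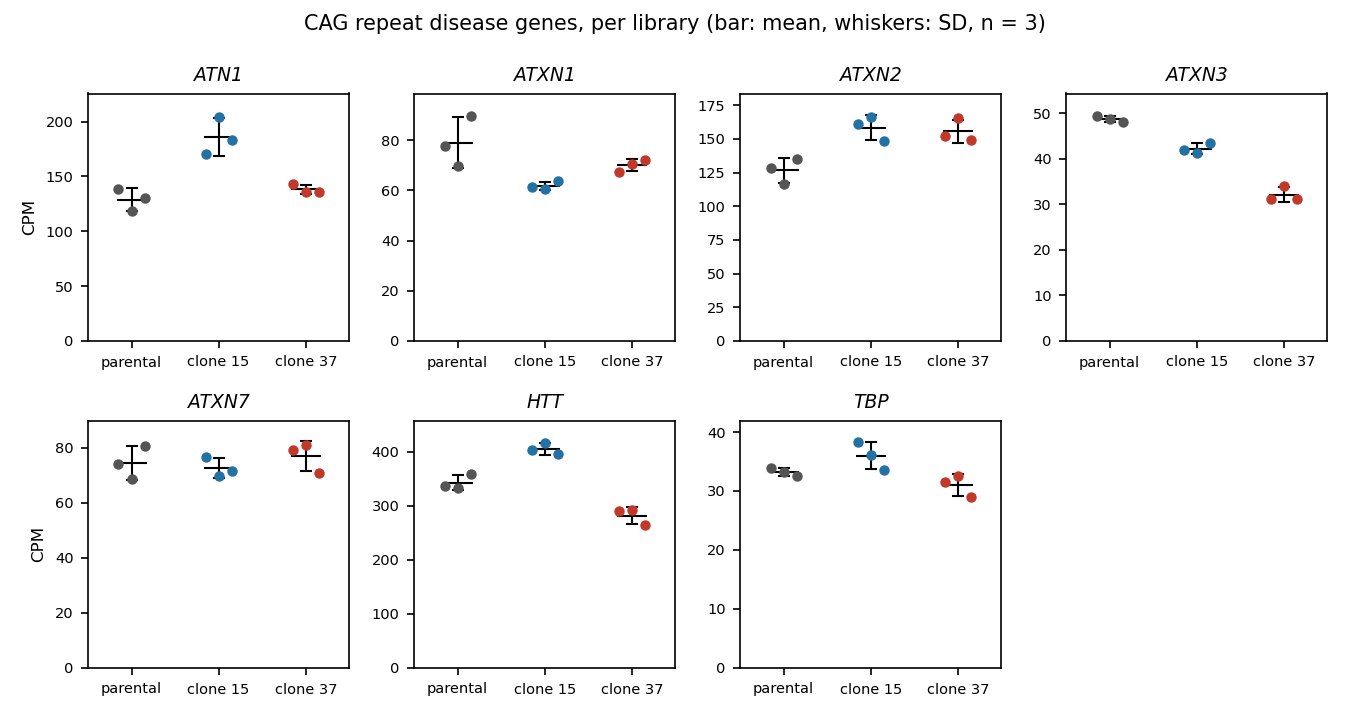
Gene counts scaled to library size (CPM) in each library (y axis) for CAG repeat disease genes named in the text, by group (x axis); points are libraries, the bar is the mean and whiskers are the SD (n = 3). HTT libraries of clone 15 lie above and those of clone 37 below the parental libraries, whereas ATXN3 is lower than parental on average in both clones.

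Of 3 further lists fixed in advance, the unfolded protein and integrated stress response list was lower in both clones. Its median log2 fold change over 20 genes was -0.78 in clone 37 (camera adjusted p 2.04e-14) and -0.48 in clone 15 (camera adjusted p 4.25e-08). In each clone 17 of the 20 genes were called, all lower, and adjusted over the list alone the number was 17 as well. The largest changes were in CHAC1 (-2.96, SE 0.13) and DDIT4 (-2.58, SE 0.13) in clone 37, and in DDIT4 (-2.09, SE 0.09) and ATF3 (-1.43, SE 0.11) in clone 15. DDIT4 shares 41.8% of its words with another annotated gene.

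The heat shock chaperone list was higher in both clones. Its median log2 fold change over 14 tested genes was 0.55 in clone 37 (camera adjusted p 2.9e-05), with 9 called higher and 2 lower. In clone 15 it was 0.25 (camera adjusted p 0.0153), with 7 called higher and 1 lower. Adjusted over the list alone, 11 and 8 genes were called. Without parental replicate 1 or 3 the clone 15 median was 0.19 and the list was no longer called. HSPA1B rose by 2.06 (SE 0.09) in clone 37 and 0.78 (SE 0.10) in clone 15, but 73.2% of its words occur in another gene. DNAJB1 rose by 0.95 (SE 0.06) in clone 37 and HSPA8 by 0.58 (SE 0.10) in clone 15.

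The interferon-stimulated list had medians of 0.08 over 15 tested genes in clone 37 and 0.13 over 16 in clone 15, with a camera adjusted p of 0.451 for each. Genes of this list moved both ways: 5 were called higher and 3 lower in clone 37, and 4 higher and 3 lower in clone 15. Adjusted over the list alone, 8 and 7 were called. IRF7 rose by 1.99 (SE 0.31) in clone 37 and 1.97 (SE 0.31) in clone 15, from 0.711 ± 0.218 CPM in parental (SD, n = 3). With unstranded counts its rise was 0.35 in clone 37, where it lost its call, and smaller in clone 15 as well. IFIH1 rose by 1.62 (SE 0.27) in clone 37. IFIT2 rose by 1.39 (SE 0.47) in clone 15, on 3, 3 and 5 counts in parental, and lost its call without parental replicate 1, without parental replicate 2 (1.22) and with the DESeq2 test (1.40). The camera test assumes a correlation of 0.01 between genes. With the correlation estimated from the data no list was called in either clone, and the stress response list had adjusted p values of 0.336 and 0.459. Under the fry test every list except the CAG repeat list in clone 37 was called.

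**Figure D3:**
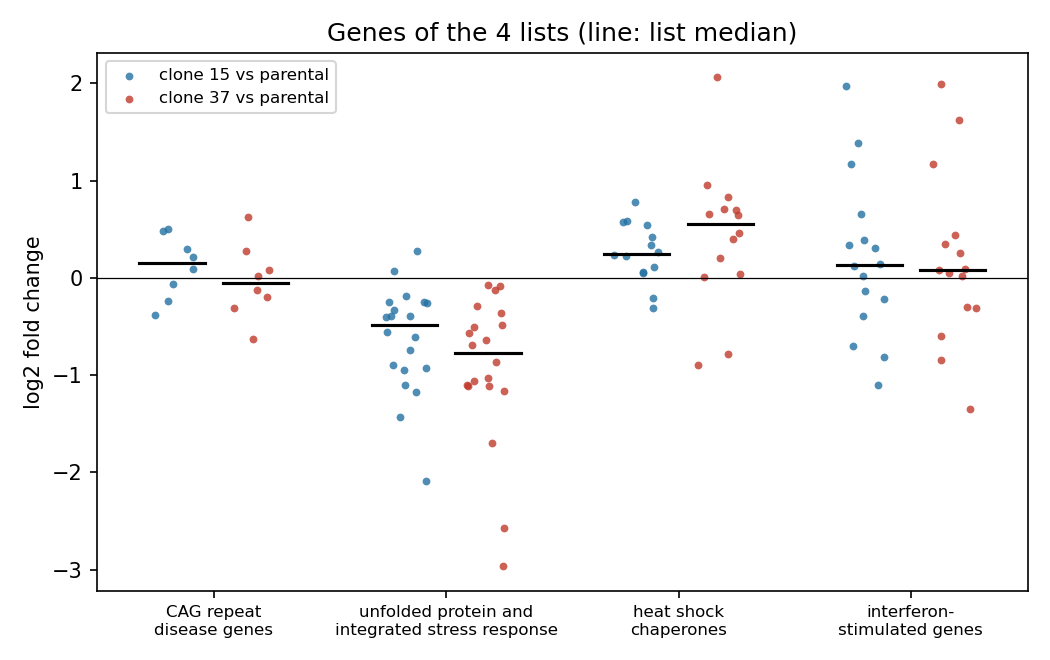
Log2 fold change against parental (y axis) of each tested gene of the 4 lists (x axis) in clone 15 (blue) and clone 37 (red); black lines are list medians. The stress response medians lie at -0.48 and -0.78 and the heat shock medians at 0.25 and 0.55.

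Changes were also summarised by chromosome, a description chosen after the data were examined. Genes of chromosome 2 had a median log2 fold change of -0.38 in clone 37 (1059 genes) and -0.47 in clone 15 (1113 genes). Of the called genes of chromosome 2, 6.51% were higher in clone 37 and 5.17% in clone 15. Chromosome 7 had medians of -0.29 and -0.32. Chromosome 14 had a median of -0.39 in clone 37 and 0.12 in clone 15. Chromosome 16 had a median of 0.31 in clone 37 and -0.22 in clone 15, and chromosome 8 one of 0.13 and -0.27. The median over all tested genes was 0.02 in both clones.

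**Figure D4:**
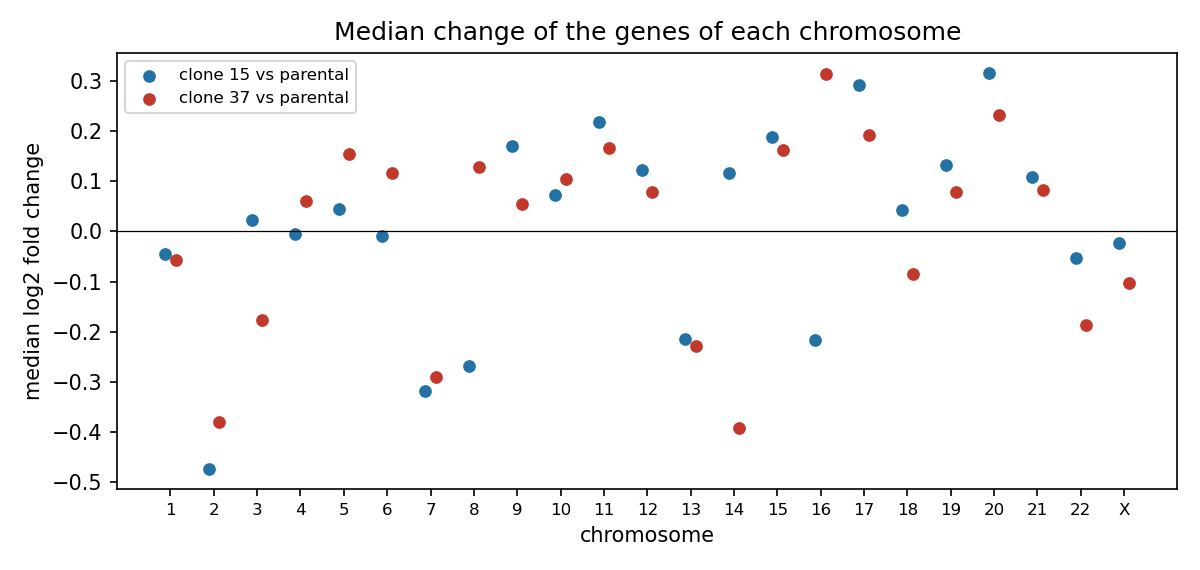
Median log2 fold change against parental (y axis) of the tested genes of each chromosome (x axis) in clone 15 (blue) and clone 37 (red). Chromosomes 2 and 7 lie below 0 in both clones, and chromosomes 8, 14 and 16 lie on opposite sides of 0.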

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

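The tests of chromosome copy number, deletion, sequence sharing among nearly absent genes, library shares, growth with integrand expression, and GC content for the gene lists were chosen after their patterns had been seen, as was the restriction of the other-strand test to libraries of 75 bp and the reading of the sequence uniqueness and deletion tests as undecided. The counts of splits, the gene class tests, the neighbour tests and the GC tests on call counts were written down before their results were known.

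In the joint comparison, 1071 genes were called in opposite directions in the clones. All 1071 also differed when the clones were tested against each other, which follows almost by construction and adds no support. A difference in read length, which goes with clone 15, is a technical candidate. A check kept protein-coding genes with unique sequence and no nesting, and removed GC and length trends. There, 19.2% of the genes called in both clones still went in opposite directions. In the main fit, among all genes tested in the 3 comparisons, 20.1% of the 5328 called in both clones did. These shares count against read length as acting through sequence sharing, nesting, GC or length. A difference in chromosome copy number may account for part of the pattern: when each gene was tested against the median change of the 100 genes around it, 558 genes were called in opposite directions, of which 302 were among the 1071. For those 302 a regional shift is unlikely to be the whole source. DNA was not measured, and regional changes in transcription would have the same effect. A difference in integrand level between the clones stays open and was not separable from clone identity.

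HTT differed between the clones, with a log2 fold change of -0.52 in clone 37 against clone 15 (adjusted p 2.12e-09). Against the median change of the 100 genes around it, HTT had a log2 fold change of 0.012 in clone 37 and -0.023 in clone 15 against parental, and was called in neither. Its opposite directions are thus consistent with a shift of its chromosome region, such as a copy number difference at the end of the short arm of chromosome 4, as a hypothesis found and tested on the same data. A direct effect of the reporter on HTT is not excluded, since neighbours and HTT could move together for other reasons.

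Among other genes of the CAG repeat list, differences between the clones were called for ATN1 (-0.42), ATXN3 (-0.39), TBP (-0.22) and ATXN1 (0.19), given as log2 fold changes of clone 37 against clone 15. The adjusted p of TBP was 0.019. When the clones were compared against the median change of the 100 genes around, ATXN3 did not differ (0.021, adjusted p 0.839), so a regional shift can account for its difference between the clones. It stayed lower than parental in those fits (-0.31 in clone 37 and -0.32 in clone 15), so its decrease from parental is not regional alone. ATN1 (-0.23) and TBP (-0.29) kept their difference between the clones, which counts against a regional shift as their whole source, and ATXN1 turned to -0.26 and was called. Against parental, ATXN1 was -0.38 and -0.17 in those fits and lost its call in clone 15, and TBP was called in clone 37 (-0.30). No biological explanation for the single genes was tested.

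Among genes changed in both clones, HES5 was lower in clone 37 than in clone 15 (-0.70), while HAS2 (1.07) and TCIM (4.14) were higher. Against the 100 genes around it, HAS2 lost its call (0.45). DDIT4 was lower (-0.48) and HSPA1B higher (1.28) in clone 37. HSPA1B and DDIT4 share sequence with another annotated gene. Where this makes reads ambiguous, reads of different length could be assigned differently, which cannot be told apart from the clone. The gap in median log2 fold change between genes with and without shared sequence was 0.12 in clone 15 against parental (95% bootstrap interval 0.08 to 0.15). It was 0.066 in clone 37 against parental (0.04 to 0.10), where both groups had 75 bp reads, so read length does not explain that part. Between the clones the gap was -0.03, with an interval from -0.06 to 0.01, which leaves a contribution of read length undecided. TCIM had 5 counts in total in clone 15, so its difference rests on few reads.

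The unfolded protein and integrated stress response list was lower in clone 37 than in clone 15, with a median log2 fold change of -0.28 (camera adjusted p 0.0348 over 4 list tests). Removal of GC and length trends left the list lower in clone 37 against parental, at -0.78, and called in both clones. In the fit against the 100 surrounding genes it stood at -0.60 in clone 37 and -0.63 in clone 15, called in both. So neither trend is the whole cause of the decrease from parental, but the difference between the clones was -0.21 and no longer called in that fit (camera adjusted p 0.169). A regional source of the difference between the clones therefore stays open. Conditions of culture that differed between parental and clone dishes may also move these genes and were not recorded in the labels. With an estimated correlation the list was not called in either clone. The heat shock list was higher in clone 37 than in clone 15 (median 0.29), but was not called (camera adjusted p 0.103 over 4 list tests). Against the 100 surrounding genes its median was 0.23 and it was called (camera adjusted p 0.00112). Camera with an estimated correlation gave an unadjusted p of 0.157 in that fit.

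Reads outside annotated exons of either strand made up 33.1% of read pairs in clone 15 (32.5% to 33.5%), against 24.0% ± 4.82 in parental and 26.3% ± 2.19 in clone 37 (SD, n = 3 each). The highest share among the 6 libraries of 75 bp was 28.8%. The design does not separate read length or run from the clone, so these cannot be told apart. Library depth, taken as all read pairs, was weighed too: of the parental and clone 37 groups, in 1 the deepest library had the highest share. By gene counts the deepest library had the highest share in neither group. These groups decide nothing about library depth. Parental replicate 2 had the lowest share, 18.6%. In clone 15 against parental, genes nested inside another gene on the same strand had a median log2 fold change 0.42 above that of other genes. Without parental replicate 2 this gap was 0.27, without replicate 1 it was 0.49 and without replicate 3 it was 0.58. The gap was 0.27 with GC and length trends removed and 0.20 with protein-coding genes only. Over all genes in clone 37 it was 0.18. More intronic or genomic reads in clone 15 may raise counts of nested genes, and calls for such genes in clone 15 deserve care.

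Reads on the strand opposite to the annotated gene made up 7.17% of stranded counts in clone 15 and 7.07% in clone 37, above the parental libraries (6.04% to 6.81%). Over the 6 libraries of 75 bp, this share tended to rise with the share of reads outside exons of either strand (Pearson r 0.883, exact permutation p 0.0514, and Spearman rho 0.714, exact permutation p 0.136). Without the 2 libraries farthest from the median, r was -0.62, so the relation rests on those libraries. No value over all 9 libraries is given, because the clone 15 libraries form a separate cluster. Unspliced RNA or DNA as a common source could not be decided on these few libraries.

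Unmapped reads made up 4.22% of read pairs in clone 37 (3.33% to 5.16%), against 2.81% ± 0.268 in parental (SD, n = 3). Reads from the reporter constructs are a candidate source, since a human annotation holds no luciferase genes. In clone 15, which carries the same constructs at a lower level, the share was 1.97%, below parental on average. Longer reads in clone 15 also alter mapping, so reporter reads and read length cannot be told apart there.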

How the results depend on the processing

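The counts of called genes stayed within 1.5 times in every alternative for all 3 comparisons, as did the 2-fold counts except with protein-coding genes only. That setting gave 1019 genes at 2-fold or more in clone 15 against parental and 1243 between the clones, where the main counts were 1785 and 2109. It tests fewer genes by construction. The settings added after the data were seen, and all others, are listed with the processing.

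The gene lists depended on the set test. With an estimated correlation, the stress response list (-0.78 in clone 37, -0.48 in clone 15) and the heat shock list (0.55 and 0.25) were no longer called, at adjusted p from 0.336 to 0.472. With fry, the CAG repeat list in clone 15 (0.15) and the interferon list in clone 37 (0.081) and clone 15 (0.13) were called in addition. The medians are those of the same lists, so only the test differs. With unstranded counts the heat shock list in clone 15 had a median of 0.19 and lost its call (adjusted p 0.0558). The cause was not tested. Across the fits that each left out one replicate, that median ran from 0.19 to 0.34, and the call was lost without parental replicate 1 or 3.

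ATXN3 in clone 15 changed sign to 0.075 with GC and length trends removed, and the cause was not tested. HTT changed sign against the 100 genes around it, to 0.012 in clone 37 and -0.023 in clone 15, which follows from the change of its neighbours being subtracted. Between the clones, ATXN1 turned from 0.19 to -0.26 against the 100 genes around it and was called in both fits. SHROOM2 turned there from 0.12, not called, to -0.41, called. ATXN3 turned from -0.39, called, to 0.021, not called. Other changes of sign against parental were in values called in neither fit. ATXN7 was -0.021 in clone 37 with unstranded counts and ran from -0.041 to 0.056 across the fits that each left out one replicate. In clone 15 it was 0.0022 with thinned libraries, 0.088 with GC and length trends removed and 0.027 against the 100 genes around it, where TBP was -0.023. The CAG repeat list in clone 37 was 0.027 in that fit. The interferon list in clone 37 ran from -0.0025 to 0.098 across the fits that each left out one replicate. Among the named genes, 933 of the values under alternatives kept their direction and side of the threshold. Of the others 19 were weaker, 1 was stronger and 11 changed sign. These numbers leave out the differences between the clones in ATXN1, SHROOM2 and ATXN3. The medians of chromosomes 2, 7, 8, 14 and 16 kept their sign in all alternatives that were run on them, but their size moved. Without a filter on low counts, the clone 15 median went from -0.27 to -0.078 for chromosome 8 and from 0.12 to 0.28 for chromosome 14. The fit against the 100 surrounding genes was not run on these chromosome medians, since it removes them by construction. Medians of other chromosomes were run only with GC and length trends removed, and those of chromosomes 4, 6 and X in clone 15 against parental, each near 0, changed sign. In clone 37 against clone 15, chromosome 4 went from 0.071 to -0.0099 and chromosome 19 from -0.052 to 0.010.

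Without a filter on low counts, the median log2 fold change of all genes moved to 0.14 in clone 15 against parental and -0.12 between the clones, as low-count genes joined and 34820 and 34801 genes were tested. Values of genes tested in both fits did not follow that median: in clone 15, HTT stayed at 0.21 and ATXN3 at -0.24.

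Replicate numbers are shared by the groups, but same-numbered libraries did not deviate together: correlations of their deviations ran from -0.150 to 0.0147. The numbers therefore give no pairing. With the replicate block, 8375, 8708 and 10490 genes were called in clone 37 against parental, clone 15 against parental and between the clones.

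Depth limited low genes. With every library thinned to 10334090 counts, the smallest total, 8629, 8289 and 9410 genes were called.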

Other observations

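The tests of deletion, shared history, sequence sharing, growth with integrand expression and copy number as a source of calls were chosen after the patterns had been seen. The remaining tests were written down before their results were known.

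For each of the 3 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes. The other 9 splits called 0 genes at an adjusted p under 0.05. At an unadjusted p under 0.05 they gave 48 to 385 genes in clone 37 against parental, 68 to 314 in clone 15 against parental and 53 to 129 between the clones. With 10 splits the share cannot fall under 0.1, so the splits alone do not decide whether the grouping arose by chance. GC content or gene length bias is an unlikely main source of the calls: with those trends removed, 8892, 8843 and 10285 genes were called. Of these, 8266, 7123 and 8887 were among the 8903, 9092 and 10223 called in the main fits. Some calls thus depended on these trends, most of all in clone 15 against parental.

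Neighbouring genes moved together. The Spearman correlation of a gene's log2 fold change with the mean of its 10 nearest neighbours was 0.459 in clone 37 and 0.377 in clone 15, and 0.029 was the highest value in 200 shuffled gene orders of either. It was 0.445 and 0.346 with GC and length trends removed, so GC trends along chromosomes are not the whole source. With genes 50 to 54 places away the correlation was 0.353 and 0.257, so the shifts extend over long stretches. Camera called 14 chromosomes in clone 37 and 13 in clone 15, and 8 and 1 with an estimated correlation. A candidate explanation is that copy number differs between the clones and the parental culture, as HEK293T cells vary in karyotype. No DNA was measured. Shifts shared with the 100 genes around are unlikely to be the main source of the calls, since 7078 and 7464 genes were called against them. Of these, 5486 and 5985 were among the 8903 and 9092 genes called without that correction. In that fit the stress response and heat shock lists stayed called in both clones, with medians of -0.60 and 0.56 in clone 37. Copy number changes of shorter stretches would stay in such calls, so copy number itself is not excluded.

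Chromosomes 2 and 7 shifted the same way in both clones, so genes called in both clones need not respond to the reporter. A test of shared history looked at genes with at least 1 CPM in parental and under 1% of the parental level in a clone, among 15557 expressed genes. There were 29 such genes in clone 15 and 18 in clone 37, and 11 were in both, where 1000 random draws of as many genes shared at most 2. GTSF1, MKRN3, PHEX-AS1 and MAGEA1 are examples, chosen after their values were seen. This is consistent with the clones sharing a history that the parental libraries do not, such as descent from a related subline, or with silencing after transfection and sorting, which was not tested separately.

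Chromosome X held 9 of the 29 genes and 9 of the 18, against 3.58% of expressed genes. Adjacent pairs numbered 5 in clone 15 and 2 in clone 37, where shuffled orders reached at most 2 and 1. Deletion of the loci is one possibility. The pairs in clone 37 all lie in the cluster of MAGEA12, CSAG3 and MAGEA6, and clone 15 adds MAGEA3 to it, so silencing of a gene family cannot be told apart from deletion. PUDP and STS, neighbours on chromosome X, had 0 counts and 1 count in clone 15 while both were present in clone 37. Loss of reads through shared sequence is excluded for most of the clone 15 genes: 18 of 28 with a value had no 75-base word in another gene. At least 20% of words were shared in 25% of them, against 11.3% of expressed genes. That share decides nothing, because the longer reads of clone 15 had fewer multimapping pairs (5.14% against 12.8% in parental), so they are not expected to lose unique placement. MAGEA6 and CSAG3 were nearly absent in clone 37 as well, whose reads have the parental length. The other genes with that much shared sequence kept counts in clone 37. They were FABP5 (14.7 CPM), MIR3648-1 (13.7), MAGEA3 (3.95), MIR3648-2 (1.87) and ENSG00000260659 (0.476). Of the genes nearly absent in clone 37, 11.1% shared at least 20% of their words. Loss of reads through shared sequence stays open for the genes lost in clone 15 alone.

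Growth of the change with integrand expression was not decided. Among genes with the same direction in both clones and a called difference between them, 41.7% lay further from parental in clone 37, and 53.7% did with GC and length trends removed. The order of the clones thus cannot be told apart from technical trends with these libraries.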
